A study of Homo sapiens with 8 samples.

How the data were processed

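Chromatin accessibility had been measured by Omni-ATAC-seq, in which a transposase inserts sequencing adapters into open chromatin of isolated nuclei, in HEK293 human embryonic kidney cells carrying eGFP-YAP. Per the labels, 4 libraries came from vehicle-treated cells and 4 from cells kept for 1 h in 0.2 M sorbitol, an osmolyte that draws water out of cells. The titles name the parental line, whereas the genotype field and the series description give eGFP-YAP. Libraries were sequenced as 75 bp paired-end reads, per the labels' protocols. The series description also covers Hi-C, RNA-seq and CUT&Tag, which were not used here.

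The authors deposited 1 table of raw counts for 129536 shared peaks in 8 libraries, in which every value was a non-negative whole number. Neither the labels nor the table state whether reads or fragments were counted, or how peaks were called and merged. Columns were assigned to replicates by the number in the column name, and the meaning of the codes within the library names is not given. Peaks did not overlap each other and were 200 to 3621 bp wide, with a median of 400 bp. The table names no genome build. Its contig names carry GRCh38 accessions, and 73.5% of 20037 protein-coding genes in the RefSeq gene table of GRCh38.p14 had a peak within 1 kb of either end, against 25.9% after the genes were shifted by 100 kb. Coordinates are therefore given as GRCh38 positions, as in the table.

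The comparison used R 4.3.3 with edgeR 4.0.16. Peaks were filtered with filterByExpr (minimum count 10, minimum total count 15), which removed 49 and left 129487. Library factors were computed by the trimmed mean of M-values (TMM), and the quasi-likelihood test was fitted with treatment as the only term. P-values were adjusted by the Benjamini-Hochberg method over all tested peaks, with a threshold of 0.05, and changes of at least 2-fold were also counted. The design, the alternatives below, 3 gene lists and the rule for naming peaks were fixed before the data were examined. The rule took, in each direction, the 5 peaks with the smallest p-values among those past the adjusted threshold, changed at least 2-fold, and with all 4 libraries of a group beyond all 4 of the other in CPM, counts scaled to each library's total. It also took the gene-boundary peak with the smallest p-value from each list, and any list peak past the threshold and changed at least 2-fold.

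The plan called for promoter peaks, but the gene table has no strand. Peaks within 1 kb of either end of a RefSeq gene, called gene-boundary peaks here, took their place, a replacement chosen after seeing the data. Such peaks mix gene starts with gene ends. No genome sequence was at hand, so the planned motif tests and the GC content corrections were not run. The share of each library's counts in gene-boundary peaks was compared with an exact two-sided permutation test. Fisher's exact test gave the odds ratios, in which peaks are not independent replicates. The lists were tested with fry from limma 3.58.1 on voom values, with Benjamini-Hochberg adjustment over the 3 lists. They held osmotic stress genes, immediate early genes and YAP target genes, and their members were chosen from general knowledge.

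The alternatives tried were DESeq2 size factors, library totals alone, an abundance-dependent loess offset, the DESeq2 1.42.0 Wald test, no filter, a mean of at least 50 counts, a stricter adjusted threshold of 0.01, the replicate number or the first number of the library name as a block, summed libraries, and leaving out each library in turn. Other alternatives were chosen after seeing the data, namely a background index as a covariate, libraries thinned to the smallest total, TMM factors from contig peaks, and TMM factors from gene-boundary peaks in place of promoter peaks. The background index is the median log2 deviation in CPM of 477 peaks on unplaced and unlocalized contigs with a mean of at least 50 counts, relative to all libraries.

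Methods were tested on simulated counts for 129487 peaks, of which 200 were changed. EdgeR recovered 121 of them (60.5%) with 4 false calls, and DESeq2 recovered 94. The limma fry test called a list of 60 changed peaks and did not call a list of 60 unchanged ones. Totals per library ranged from 11522266 to 19831471 counts. Counting error is small at these totals for strong peaks, but the weakest decile of peaks had a median mean count of only 16.6. PCR duplicates without molecular identifiers are not independent molecules.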

Results

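Chromatin accessibility was measured in 4 vehicle and 4 sorbitol libraries of eGFP-YAP HEK293 cells, to find which open regions differ after 1 h of hyperosmotic stress. The vehicle libraries held 15224148, 17396394, 19831471 and 14757015 counts in peaks for replicates 1 to 4. Those of the sorbitol group held 11522266, 12556792, 11534075 and 14355727. Of 129536 peaks, 128785 lay on chromosomes 1 to 22, X and Y, and 751 lay on 77 unplaced or unlocalized contigs.

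Pearson correlations of log2 CPM, scaled by library total and TMM factor, ranged from 0.948 to 0.968 between libraries of a group. Between groups they ranged from 0.910 to 0.927. The first principal component held 44.8% of the variance and separated the treatments. The next component held 11.5% and set vehicle 4 (score 75.1) apart from sorbitol 4 (score -77.0). Those libraries also had the extreme values of the background index, the median log2 deviation of contig peaks, which was 0.36 in vehicle 4 and -0.33 in sorbitol 4. No sequencing batch is given in the labels.

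The first question was how many peaks differ in accessibility after sorbitol. By the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 37717 of 129487 tested peaks (29.1%) had an adjusted p-value under 0.05. Of these, 20701 were higher and 17016 were lower after sorbitol, with median log2 fold changes of 0.84 and -0.54. At least 2-fold changes were found at 7967 peaks, 6826 higher and 1141 lower. All libraries of a group lay beyond all libraries of the other at 26.3% of tested peaks, against 2.86% given by chance. Among the scalings tried, TMM factors from contig peaks moved the total most, to 14352 peaks. Factors from gene-boundary peaks gave 34040 higher and 8670 lower peaks and raised the median log2 fold change of all peaks from 0.01 to 0.19. Higher peaks made up 54.9% of calls with the TMM factors from all peaks, 67.4% with library totals alone and 79.7% with gene-boundary factors.

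Changes differed with peak strength. In the weakest decile of peaks by mean strength, 29.0% were higher and 2.76% lower, with a median log2 fold change of 0.12. In the strongest decile, 8.49% were higher and 43.9% lower, with a median of -0.17. The sign of each median is relative to the TMM factors from all peaks. A loess offset, which removes trends with strength by construction, gave medians of -0.10 and -0.00427.

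**Figure D1:**
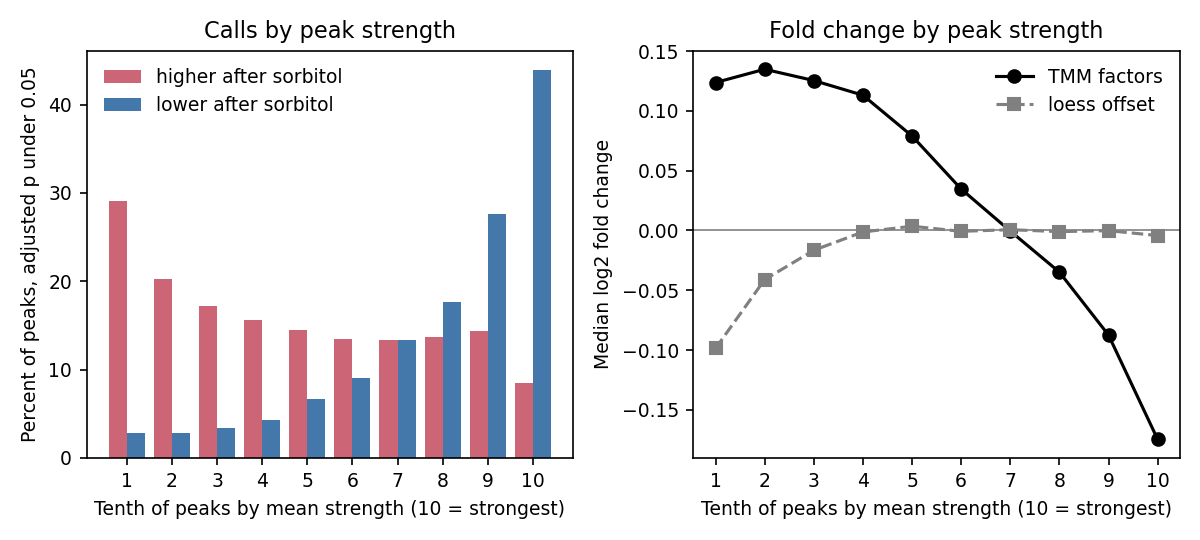
Percent of tested peaks called higher (red) or lower (blue) after sorbitol, and median log2 fold change with TMM factors or the loess offset, by decile of mean strength. Higher calls fall from 29.0% in the weakest decile to 8.49% in the strongest, and lower calls rise from 2.76% to 43.9%.

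The next comparison asked where the changes lie. Gene-boundary peaks, within 1 kb of either end of a RefSeq gene, numbered 25206. This was 19.6% of the 128785 peaks on chromosomes 1 to 22, X and Y. They held 51.8% ± 0.858 of counts in vehicle libraries and 47.8% ± 1.28 in sorbitol libraries (SD, n = 4). The difference of -3.90 percentage points exceeded the spread between replicates (exact two-sided permutation p = 0.0286, the smallest that 4 against 4 libraries allow). Without vehicle 2 the difference was -3.64 (exact permutation p = 0.0571). Vehicle 4, with the highest background index, had the smallest vehicle share (50.5%). Sorbitol 4, with the lowest index, had the largest sorbitol share (49.4%). A lower signal over background in the sorbitol libraries therefore stays open as a source of the difference. The labels do not say whether libraries that share the first number of the library name are technical repeats. Within a group, libraries sharing this number correlated at 0.950 to 0.964, and other libraries at 0.948 to 0.968. Libraries sharing the number were thus no more alike than others. Averaging the libraries that share it gave 2 against 2 values with the same difference (exact permutation p = 0.333, the smallest this design allows). Summing them gave 38612 changed peaks.

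**Figure D2:**
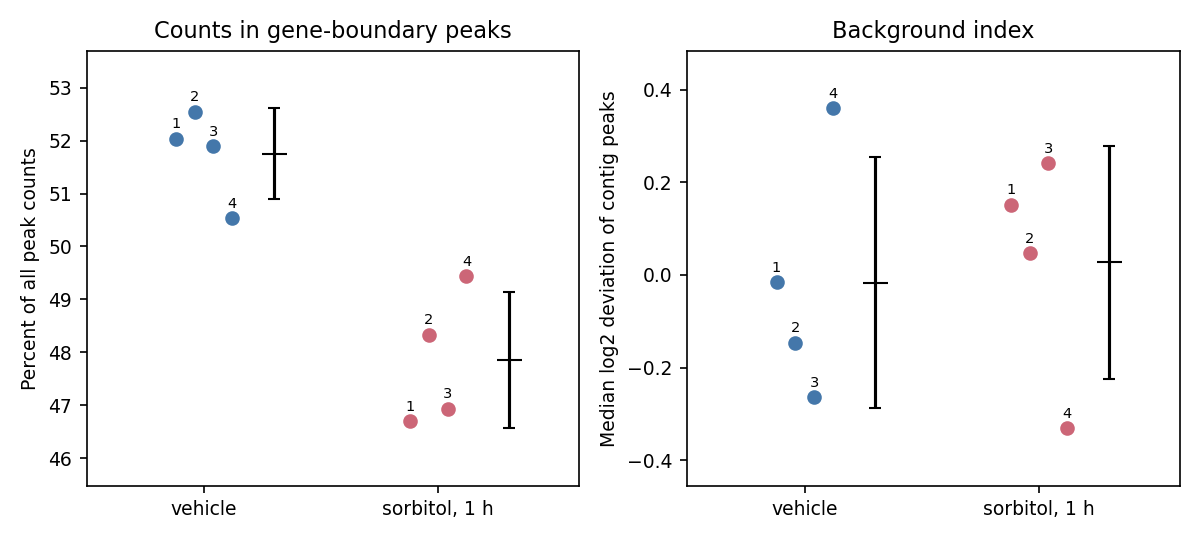
Percent of each library's counts in gene-boundary peaks, and the background index (median log2 deviation of contig peaks), per replicate with the mean and SD of each group (n = 4). Every sorbitol library has a smaller gene-boundary share than every vehicle library, and the background index overlaps between the groups. Vehicle 4 has the highest index and the smallest vehicle share. Sorbitol 4 has the lowest index and the largest sorbitol share.

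Among tested gene-boundary peaks, 8.74% were higher and 32.8% lower. Peaks inside genes were higher in 18.9% and lower in 8.58% of cases, and of 37979 intergenic peaks 6081 were higher and 3057 lower. Median log2 fold changes were -0.17, 0.07 and 0.06 for these classes. Gene-boundary factors set the first of these near 0 by construction (0.01), and each median is relative to the scaling used. Relative to peaks not called, the odds ratio of lying at a gene boundary was 4.94 (95% interval 4.77 to 5.12) for lower peaks and 0.619 (0.590 to 0.650) for higher peaks (Fisher's exact test, p = 1.91e-94 for higher peaks). Within deciles of mean count the odds ratios were 2.09 and 0.635. The loess offset turned the odds ratio for higher peaks to 1.13, whereas that for lower peaks stayed above 1 at 3.23 (3.12 to 3.35).

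Of the 5 higher peaks chosen by rule, 4 are described here, led by an intergenic peak on chromosome 22 at 39301910 to 39302593. It rose from 2.31 ± 0.578 to 15.3 ± 1.04 CPM (SD, n = 4), a log2 fold change of 2.73 with standard error 0.15 and an edgeR adjusted p of 7.2e-20. A peak on chromosome 7 at 121298762 to 121299414, 1319 bp from CPED1, rose by 1.83 on the log2 scale. The others lay inside genes: LINC03000 on chromosome 5 at 164326832 to 164328147 (log2 fold change 1.13) and STXBP5 on chromosome 6 at 147208153 to 147208594 (1.78). EdgeR adjusted p-values of these 3 ranged from 5.82e-17 to 1.21e-14.

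All 5 lower peaks named by rule lay at gene boundaries. The smallest p-value belonged to a peak on chromosome 17 at 43239551 to 43240139, beside LOC124904135, which went from 61.6 ± 6.07 to 17.7 ± 0.871 CPM (SD, n = 4), a log2 fold change of -1.80 with standard error 0.09 and an edgeR adjusted p of 8.57e-22. The peak at MSH4 on chromosome 1 (75796232 to 75797926) had a log2 fold change of -1.75. Peaks at small nuclear RNA genes on chromosome 1 made up the rest: RNU1-2 at 16895709 to 16897132 (-1.33), RNU5D-1 at 44730016 to 44731619 (-1.51) and RNU1-1 at 16512983 to 16514701 (-1.28). Small nuclear RNA genes have near-identical copies, so the assignment of counts to a single copy is uncertain.

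**Figure D3:**
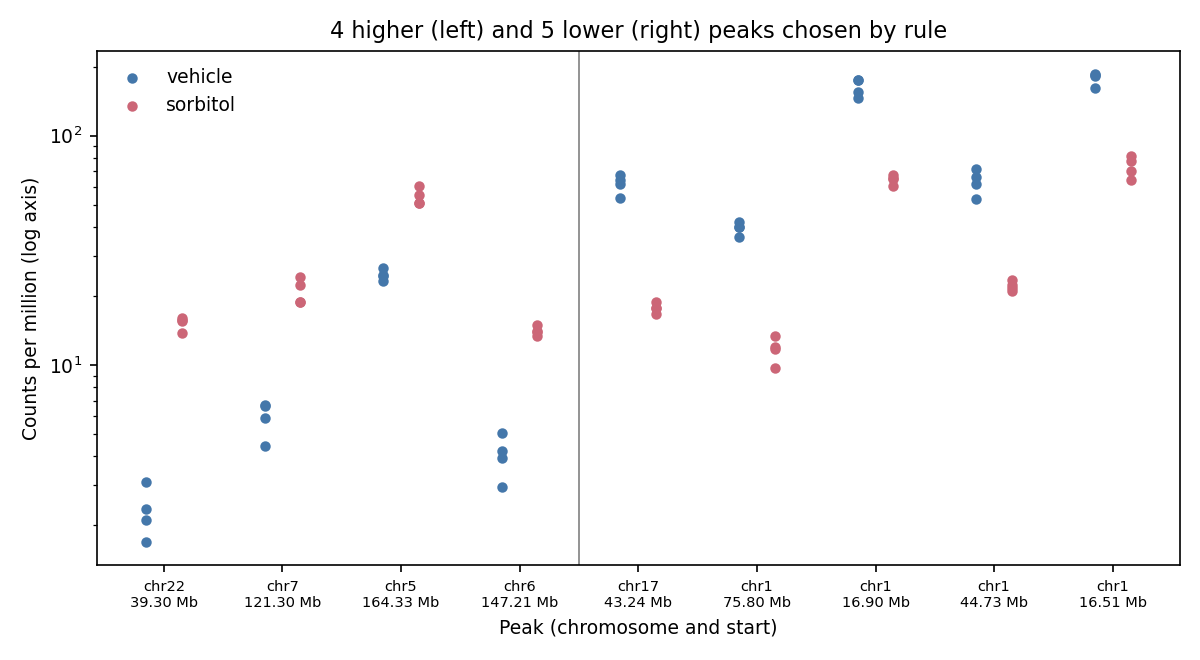
CPM per library on a log axis for 4 higher and 5 lower peaks chosen by rule, with 4 vehicle (blue) and 4 sorbitol (red) libraries each. The groups do not overlap at any of these peaks, which the rule required.

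Gene-boundary peaks of 3 preset lists addressed known osmotic, immediate early and YAP-dependent genes. The osmotic list had 13 peaks at 10 of 13 genes, with a median log2 fold change of -0.14. Over all tested peaks, 3 were higher and 5 lower, and 8 passed when adjusted over the list alone. The fry test of limma gave a downward shift (Benjamini-Hochberg adjusted p = 0.0131), which the loess offset turned upward (median 0.06, adjusted p = 0.0468). Fry tests a list against no change and not against other peaks. All tested gene-boundary peaks had a median of -0.17, so the osmotic list was not lower than its class. The immediate early list had 30 peaks at 15 of 16 genes, with 5 higher and 9 lower, 15 adjusted over the list alone, and no shift as a list (limma fry adjusted p = 0.979). The YAP list had 30 peaks at 22 of 22 genes, with 4 higher and 8 lower, 13 adjusted over the list alone, and no shift as a list (limma fry adjusted p = 0.509). Over the gene bodies with 10 kb on both sides, 231 peaks of the YAP list had a median of 0.16, with 65 higher and 13 lower (fry adjusted p = 0.000148). All tested peaks inside genes had a median of 0.07, with 18.9% higher.

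Single peaks of the lists moved both ways in the edgeR test. HSPA1B on chromosome 6 (31826920 to 31828079) had a log2 fold change of -0.50 with an adjusted p of 1.56e-06, and shares sequence with HSPA1A, so its counts are uncertain. EGR2 on chromosome 10 (62818615 to 62818850) had 1.17, and a peak overlapping JUNB, also within 1 kb of an end of HOOK2, on chromosome 19 (12792566 to 12792801) had -1.04. FJX1 on chromosome 11 (35621345 to 35621992) had 0.99, and CCN1 on chromosome 1 (85584288 to 85584618) had 1.28. Adjusted p-values of these 4 peaks ranged from 3.17e-08 to 5.64e-05. EGR2, FJX1 and CCN1 each had a stronger gene-boundary peak that did not rise. Log2 fold changes there were -0.39, -0.22 and -0.14, with edgeR adjusted p-values of 0.00207, 0.0449 and 0.206. The strongest JUNB peak was lower too (-0.30), like the named one.

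Medians also differed between autosomes, a comparison chosen after the data were seen. Chromosome 19 had a median log2 fold change of -0.45, with 49.0% of its peaks lower, and chromosome 13 had 0.28, with 30.4% higher. Across 22 autosomes, Spearman's rho between the median and the number of protein-coding genes per Mb was -0.79 (permutation p = 2e-05). Chromosomes are not independent replicates.

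**Figure D4:**
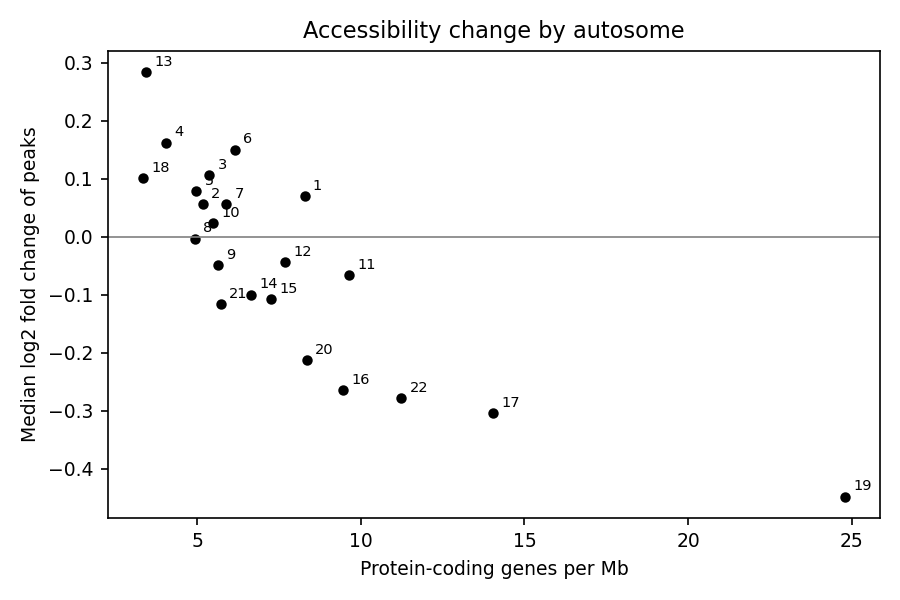
Median log2 fold change of tested peaks against protein-coding genes per Mb, with a point for each of 22 autosomes. Chromosome 19, at 24.8 genes per Mb, has the lowest median at -0.45, and chromosome 13, at 3.44, has the highest at 0.28.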

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

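Among 36 groups of 4 libraries examined, 1 had a library far from the others, where chance alone gives about 1.8. It was the RNU1-1 peak on chromosome 1 at 16512983 to 16514701, where vehicle 4 had 162.2 CPM against 182.2 to 185.6 in the other vehicle libraries. The highest sorbitol value was 81.6, so the difference between the groups was larger than this gap. No test was made for this library alone, and a single such case is no more than chance gives. The labels give no group that sets vehicle 4 apart, so no biological explanation was tested.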

How the results depend on the processing

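Other splits of the 8 libraries were refitted to see how often they give as many peaks. Of the 35 splits, only 1, the real one, gave as many peaks past the adjusted threshold, and the same held for changes of at least 2-fold. The largest count in another split was 159, with 9 changed at least 2-fold, and 33 splits gave no call.

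The number of changed peaks was 37717. It became 21406 over the 58274 peaks with a mean of at least 50 counts, 23272 at the stricter adjusted threshold, and 14352 with TMM factors from contig peaks, an alternative chosen after seeing the data. The counts of higher and lower peaks were 10312 and 11094 with the count minimum, 12239 and 11033 at the stricter threshold, 9119 and 5233 with contig factors, and 34040 and 8670 with gene-boundary factors. The threshold itself accounts for the counts at the stricter threshold. With the count minimum, 18312 of the calls were among the 37717. Fold changes moved upward, from 2.73 to 2.81 at the named chromosome 22 peak and from -1.80 to -1.72 at the named chromosome 17 peak. Library totals and TMM factors were computed again over the kept peaks, so the reference of the fold changes differs in this setting. No further cause was tested. Gene-boundary factors moved the median log2 fold change of all peaks from 0.01 to 0.19, and for contig factors the cause was not tested. Changes of at least 2-fold numbered 817 with the count minimum, 543 higher and 274 lower. They numbered 4007 higher and 2093 lower with the loess offset, 10881 and 449 with gene-boundary factors, and 736 lower with library totals alone, and the cause was not tested. Leaving out each library in turn gave 30555 to 38658 changed peaks, and 7500 to 9577 changed at least 2-fold. None of the peaks called in the main comparison was called in the opposite direction under any of these refits.

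The replicate numbers did not pair the libraries. Correlations between the deviations of same-numbered libraries were -7.93e-05, 0.00671, -0.0308 and -0.133. With the number as a replicate block, 34444 peaks were called, of which 34336 were among the 37717. The paired difference in the gene-boundary share had an exact sign-flip p of 0.125, the smallest that 4 pairs allow. The osmotic list had a median of -0.15 with the replicate block and an adjusted p of 0.139.

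The difference in gene-boundary share ranged from -4.43 to -3.52 percentage points when each library was left out, and without vehicle 2 the difference was -3.64 (exact permutation p = 0.0571). With the loess offset the gene-boundary odds ratio of higher peaks reversed to 1.13, whereas that of lower peaks kept its direction at 3.23. The list medians with this offset became 0.0584 (osmotic), 0.138 (immediate early) and 0.0165 (YAP), with fry adjusted p-values of 0.0468, 0.000828 and 0.000828. Over gene bodies with 10 kb on both sides, the osmotic median was 0.0441 (adjusted p = 0.751) and the YAP median was 0.16 (0.000148). The cause was not tested. Fry p-values as small as the real one came from 2 of the 35 splits for the osmotic list, the real one and the split that exchanges vehicle 4 and sorbitol 4, which leaves 3 of 4 libraries of each group together. Fry adjusted p-values of the osmotic list ranged from 0.00145 to 0.751 over its alternatives.

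Of the 14 peaks described by position, 13 kept their direction and their side of the threshold under all 21 alternatives run for them. HSPA1B did so under 20, and with contig factors had -0.56 with an edgeR adjusted p of 0.0906. The GC correction, the GC correction with the block, and the motif tests were not run because no genome sequence was at hand.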

Other observations

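All patterns here were noticed in the data. The background index itself, the linear model on it, and the tests of matched random sets, of summed copies, of chromosomes with the loess offset, of read exchange and of downstream peaks were chosen only after the result was seen. GC content was not tested for any pattern, so it stays open throughout.

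Weak peaks rose relative to strong peaks after sorbitol. The gap between the median log2 fold changes of the weakest and strongest deciles was 0.298, and 0.331 with libraries thinned to a single total, which argues against depth. A lower signal over background in the sorbitol libraries might produce such a gap. The test of this used sorbitol 4 against vehicle 4, where the vehicle library has the higher background index, and was chosen once the index had been seen but before this gap was measured. There the gap was 0.0576, of the same sign but far below the 0.405 to 0.616 of single pairs among replicates 1 to 3, and it rests on a single pair of libraries. Signal over background therefore cannot be told apart from a treatment effect on this gap. With the background index as a covariate the gap was 0.286. The index differed little between the groups on average, so as a covariate it could change treatment effects little, here and below. A linear model over the 8 libraries was added after that test left the question open. The difference between groups in the gap per library was 0.425 unadjusted, and 0.405 (standard error 0.0365) at equal background index. This argues against the index as the whole cause, but the index rises with the gap as well (0.444 per unit, standard error 0.0801), and it may capture background only in part.

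For single peaks, 83.3% of the 37592 peaks called from replicates 1 to 3 had the same sign in sorbitol 4 minus vehicle 4, 81.1% of higher and 85.7% of lower peaks. Agreement was 66.4% for higher peaks in the strongest decile. The background index runs the other way in that pair, but the gene-boundary share does not (50.5% in vehicle 4, 49.4% in sorbitol 4), so the pair does not settle the matter alone. Of the 37717 calls, 37480 were also made with the index as a covariate. The index hardly differed between the groups on average, so this decides nothing. With the loess offset, which removes trends with strength, 29502 of the calls were also made. This argues against a trend with strength as the whole source of the calls. How many calls a lower signal over background may account for stays open.

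Vehicle 4 and sorbitol 4 had opposite background indices. Of 477 contig peaks, 81.6% in vehicle 4 lay above the mean of sorbitol 1 to 3, and 80.5% in sorbitol 4 lay below the mean of vehicle 1 to 3. The index is the median of these same peaks, so this adds nothing to it. Vehicle 4 lay 36.6% of the way towards the sorbitol libraries at peaks raised at least 2-fold, against 6.45% to 13.2% for the other vehicle libraries, and 16.5% at lowered peaks. Sorbitol 4 lay 14.9% of the way towards vehicle at raised peaks, against 2.64% to 10.9% for the other sorbitol libraries, but only 16.95% at lowered peaks, against 24.2% to 29.0%, which goes against an exchange. A partial exchange of reads between these libraries cannot be told apart from other differences, because only a single library per group bears on it. No biological explanation was tested.

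Peaks at small nuclear RNA and transfer RNA genes fell after sorbitol. Of 459 such peaks, 351 were lower and 8 higher, with a median log2 fold change of -0.53. The median ranged from -0.35 to -0.58 with the loess offset, gene-boundary factors, contig factors and library totals alone. The median lay 0.34 below 10000 random sets of gene-boundary peaks matched on strength (difference -0.34), and none of these was as low. In sorbitol 4 minus vehicle 4 the median was -0.39, and with the background index as a covariate it was -0.52. Their share of all counts was 1.80% ± 0.108 in vehicle and 1.25% ± 0.0255 in sorbitol libraries (SD, n = 4), and relative to other gene-boundary peaks the summed counts had a log2 ratio of -0.42 (exact permutation p = 0.0286, the smallest possible). A sum over copies does not depend on how reads are divided among them, which argues against exchange within the set. A list of small RNA genes taken as single-copy had 16 peaks, 11 of them lower and 1 higher. Their median lay below matched sets (difference -0.19, percentile 1.11), which passed the limit first set for this test and argues against shared reads. Settings added after that result was seen did not pass the same limit, with percentiles of 2.62 with the loess offset and 3.62 for the 12 peaks away from other genes. The background index covariate gave 1.52 for the 16 peaks. For the 12 peaks it gave 5.23, and the loess offset gave 6.32. In sorbitol 4 minus vehicle 4 the medians were -0.12 for the 16 peaks and 0.0225 for the 12. By this stricter reading, adopted afterwards, reads shared with copies elsewhere in the genome cannot be told apart from a fall at the genes themselves, because the list was small, its percentile depended on the setting, and most of its peaks lay at genes of other classes, such as vault and Y RNA genes. The 4 peaks at snRNA genes of the list, named after their values were seen, all fell. Their log2 fold changes were -1.12 (RNU12), -0.53 (RNU6ATAC), -0.41 (RNU4ATAC) and -0.38 (RN7SK). The RNU12 peak was not among the 12 peaks away from other genes, so its fall may belong to a neighbouring gene. Peaks at snoRNA, microRNA and histone genes had medians of -0.12, -0.16 and -0.12, within the matched sets. A lower accessibility of these genes after sorbitol is a hypothesis that GC content and shared reads leave open.

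Gene-rich autosomes had lower medians. Over peaks away from gene boundaries and with the loess offset, Spearman's rho was -0.75 (permutation p = 1e-04), which argues against strength and gene boundaries as the whole cause. In sorbitol 4 minus vehicle 4 it was -0.83, and with the background index as a covariate it was -0.80. The deviations of vehicle 4 and of sorbitol 4 from their own groups also followed gene density, with rho of -0.57 and -0.54, so libraries of the same treatment vary in this way too. GC content, which was not tested, could give both.

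Raised peaks clustered beside RPL3 (5 peaks, log2 fold changes 1.11 to 2.73) and beside another gene, not described here, that like RPL3 hosts snoRNA genes. A hypothesis that flanks of such hosts open in general was not borne out: 44 of 492 other hosts (8.94%) had a flank peak raised at least 2-fold, against a median of 10.6% in matched gene sets. Another candidate explanation, opening downstream of genes, stayed open. The strength-stratified odds ratio of a raise downstream against upstream was 1.11 (95% interval 0.900 to 1.37) and 0.987 with the loess offset, with gene direction inferred from the stronger end because strand was not at hand.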
